A study of Homo sapiens with 131 samples. Its data were reported in "scRepli-RamDA-seq: a multi-omics technology enabling the analysis of gene expression dynamics during S-phase" (2025).

How the data were processed

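Mid-S HAP1 cells were sorted singly, and the DNA and RNA of each cell were sequenced as separate libraries. Libraries with the same cell number were treated as 1 cell. The labels list 63 mid-S cells and 5 G1 DNA libraries, and the tables used here hold 56 mid-S cells. The authors state that these cells came from 1 biological experiment, so the cell was the unit of every test, and the tests describe cells of that experiment only. The number of cultures or preparations in it is not given in the sources used here.

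The authors aligned DNA reads with BWA (version 0.7.17-r1188 in the submitters' processing notes) to hg38, corrected for mappability with G1 cells, called each 40-kb bin 1-copy or 2-copy with AneuFinder, removed blacklisted regions and left out 3 chromosomes, 2 of them abnormal in this line and the other the X chromosome. The deposited state is coded per bin and per gene as 2-copy, 1-copy or no call. The authors counted RNA reads with the ramdaq pipeline (Hisat2 and featureCounts, GENCODE annotation). Spliced RNA is given as deposited TPM of exon reads, scaled by the authors to a common total per cell (lowest 999999). The deposited spliced table was equal to the gene TPM table for all genes that have a copy state. Unspliced RNA was made by the authors by subtracting exon reads from gene-body reads and setting negative values to 0. The paper states that RNA was taken from the supernatant, mainly cytoplasmic, and that some nuclear RNA is lost. Unspliced and nuclear-retained RNA may therefore be under-represented. The deposited unspliced values are expected counts (fractional read counts): 67.9% of values above 0 lay within rounding (0.00501) of a whole number or a simple fraction, against 9.97% of random numbers. The authors state that the RNA libraries were reduced to a common number of reads. The unspliced totals ran from 425181 to 1353931 per cell, so the values are not scaled to a common total, although the table is titled TPM. The highest of these totals exceeds the common number of reads that the authors give. Whether the reduction was applied to the unspliced table is not known here, and whether read depth differed between cells was not tested. Whether the counting used strand is not given in the sources used here, so values of overlapping and antisense genes, and of genes with near-identical copies, are uncertain.

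The values showed 2 sets of libraries by cell number, up to 65 (29 cells) and later (27 cells), which differ in mitochondrial share and unspliced totals. The labels give no batch. After this had been seen, the RT difference was recomputed within each set, the pooled difference, the progression genes, the gene lists and the Seurat and technical measures within each set and with the set as a term, and the copy-state test per gene with the set removed. edgeR, the tertiles of expression and length and the tests of technical sources of the pooled difference were not recomputed by set. Ranks had the mean of the set subtracted and scores were permuted within sets, the additive model and the pooled model took the set as a term (for each gene in the pooled model), the copy-state test used values less the mean of the set, and re-pairings were also drawn within sets.

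The replication score is the percent of called bins in the 2-copy state. The copy-state and RT comparisons used the 55 cells scored 40 to 70%. 1 cell lay outside. The RT of a gene was the share of these cells in which it was 2-copy, with the range divided into 9 equal parts: early-S above part 7, late-S up to part 2, mid-S between. A gene counted as expressed with a value above 0 in over 50% of cells, which held for 10370 genes in spliced and 10866 in unspliced RNA. Class medians of log10(value + 1) were compared by exact rotation of the classes along the genome.

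The copy-state test used expressed genes with a call in at least 50% of cells and neither state in over 80% of cells, and compared 2-copy with 1-copy cells by a two-sided Wilcoxon rank-sum test with p under 0.05, the study's test, and with Benjamini-Hochberg adjustment. The study describes its input as read counts, so its shares of spliced genes are not from the same values as the TPM used here. For unspliced expected counts, edgeR's quasi-likelihood test, with counts rounded to whole numbers and a separate pair of groups per gene, is the usual choice. It was run beside the Wilcoxon test. On simulated counts it gave p under 0.05 for 5.27% of unchanged genes, but on the real values with DNA and RNA re-paired at random it gave 15.0%, so the Wilcoxon test, chosen before the data were examined, was kept. That decision was made after these levels had been seen. The pooled copy effect was estimated from log2(value + 1) with gene, cell and copy-state terms, with jackknife SEs over cells. A pseudocount of 1 makes differences of genes with low values smaller than those of the values themselves. For medians over genes, 100 bootstrap resamples of cells replaced the jackknife after its values had been seen, since the jackknife is not valid for medians. Chance levels came from 100 random re-pairings of DNA and RNA.

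For S-phase progression, genes that reached a TPM of 1 in 20% or more of the 56 cells were used, and their log10(TPM + 1) was fitted against the score by a generalized additive model (mgcv). A gene was called with an adjusted p of the smooth under 0.05 and an AIC below that of a constant. The scores were permuted 20 times for the chance level, fewer than the 100 first planned, because the fits were slow. 16 gene lists were tested by their mean Spearman's rho with 100000 permutations. They were Seurat's S and G2/M genes, the study's RPE1 progression markers in 3 clusters, replication-dependent histones, origin licensing and firing, replication fork, dNTP synthesis, replication checkpoint and fork repair, G1 and G1/S regulators, immediate-early and stress genes, mitochondrially encoded genes, cytosolic ribosomal proteins, nuclear-retained RNAs, and erythroid, immune and fibroblast markers. Phase calls came from Seurat's CellCycleScoring on natural-log values of TPM scaled to 10000. Correlations were tested by 100000 permutations, two-sided.

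The tests, the lists and the rule for named genes were fixed before the data were examined. The rule took, for copy state, the genes with the lowest p-values in each direction (10 and 6 spliced, 5 and 5 unspliced) and up to 10 genes under 0.05 in both kinds of RNA with the same direction. For RT it took the 4 genes with the highest median in each class. For progression it took the 10 lowest p-values in each direction, up to 4 members of each list and 12 cell-cycle genes, and the text names a part of these. Alternatives varied the filters, the balance of states, the cells, the scaling, the pseudocount, the test and the cell block. edgeR, a size factor for unspliced counts in the RT and pooled comparisons and counts per kb of gene were added after the data had been seen. The scripts were tested on simulated data first. The Wilcoxon test recovered 53% of spliced genes changed 2-fold and 78% of those changed 4-fold among 2455 genes, and 29% and 56% of unspliced genes among 3159. Among 2000 simulated genes, the additive model recovered 57% of genes with a trend of 0.5 SD per SD of the score. It recovered 100% of those with a trend of 1 SD. The real p-values were adjusted over 17132 genes, so these shares need not hold there. The rotation test gave p under 0.05 in 7% of 100 simulated genomes without a difference. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3, edgeR 4.0.16, limma 3.58.1, mgcv 1.9.3 and Seurat 5.3.0.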

Results

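The DNA replication state and the RNA of the same single cells were measured in HAP1, a human cell line that is nearly haploid, so that a locus has 1 copy before and 2 copies after its replication in S-phase. The method, scRR-seq, separates the DNA and the RNA of a sorted cell and makes a library from each. The labels list 63 mid-S cells with a DNA and an RNA library each and 5 G1 DNA libraries. The tables used here hold 56 of the mid-S cells. The remaining 7 mid-S cells and the G1 libraries were not analysed here. All cells came from 1 biological experiment, and whether it held more than 1 culture or preparation is not known here, so every p-value and standard error below covers only the spread between these cells and says nothing of other experiments. The percentage replication score, the share of 40-kb bins called 2-copy, had a median of 54.1% (mean 53.5% ± 7.90, SD, n = 56 cells) and ran from 39.7% to 67.2%. Between 12045 and 15028 genes per cell reached a TPM of 1, and unspliced counts per cell totalled 425181 to 1353931. The libraries fell into 2 sets by cell number. In the 29 cells numbered up to 65 mitochondrial RNA made up 4.98% to 18.3% of TPM and unspliced counts had a median of 812254, against 2.57% to 5.55% and 568578 in the 27 later cells, values from which the split itself was found. The first set also had lower replication scores, with a mean of 50.7% ± 7.75 (SD) against 56.4% ± 7.07 (p = 0.00637). Values within each set are therefore given beside those over all cells, and "with the set removed" means that the mean of each set was subtracted.

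Replication was unevenly spread over the genome. Chromosome 22 was the most replicated, with 74.1% ± 6.81 of its bins in the 2-copy state (SD, n = 55 cells scored 40 to 70%), followed by chromosome 17 with 68.3% ± 4.76 and chromosome 19 with 67.5% ± 5.97. Chromosome 21 was the least replicated with 38.7% ± 8.72, next to chromosome 8 with 43.7% ± 8.97. Of the 56881 bins, 35.03% were 2-copy in over 80% of cells and 27.0% were 1-copy in over 80% of cells. The others were mixed, and genes in such bins allow the copy states to be compared between cells.

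The relation of replication timing (RT) to RNA level was examined by placing each gene in an early-, mid- or late-S class according to the share of cells in which it was 2-copy. Genes of early-S RT domains had the highest RNA levels and genes of late-S domains the lowest. For spliced RNA, the median over genes was 21.02 TPM in 7414 early-S genes, 15.8 TPM in 2159 mid-S genes and 7.78 TPM in 797 late-S genes. The most abundant early-S transcripts were those of EEF1A1, which delivers tRNA to the ribosome, at a median of 9447 TPM, and of the ribosomal protein genes RPL41 at 8939 TPM and RPS29 at 5420 TPM. LLNLF-96A1.1, at 5842 TPM, was also among them, but its locus overlaps other annotated genes, among them ATP4A, and the source of its reads is uncertain. In the mid-S class, the ribosomal protein genes RPS12, RPS23 and RPS15A and the nuclear transport GTPase RAN had medians of 3090, 2875, 1884 and 1670 TPM. The late-S class also contained highly expressed genes. The lactate dehydrogenase subunit LDHB had 1273 TPM, the nucleolar protein NPM1 had 938 TPM, the respiratory chain subunit COX7C had 681 TPM, and the transcription factor MYC, which was 2-copy in 9.09% of cells, had 509 TPM. Unspliced RNA followed the same order, with medians of 4.4, 2.0 and 1.3 counts in 6538, 2781 and 1547 genes.

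The difference of early-S from late-S medians was 0.399 on the log10(TPM + 1) scale for spliced RNA and 0.371 on the log10(count + 1) scale for unspliced RNA, and it had the same sign in 55 of 55 cells for both. Counts per kb of gene length, an alternative chosen after the data had been seen, gave 0.0282 on the log10(count per kb + 1) scale (p = 9e-05), which cannot be set beside 0.371, since adding 1 to counts per kb flattens differences of values below 1. In the first and second library sets the difference was 0.352 and 0.405 for spliced and 0.353 and 0.357 for unspliced RNA. In a two-sided exact rotation test, which shifts the classes along the genome and so keeps neighbouring genes together, p was 1e-04 for spliced and 9e-05 for unspliced RNA, the smallest values the rotations can give. Genes with values above 0 in over 50% of cells were used. Without that filter the median gene was at 0 in every class and the difference was 0 for both kinds of RNA. Medians that are all 0 cannot test the relation. Of all genes, 30.3% of early-S, 17.3% of mid-S and 9.36% of late-S genes counted as expressed in spliced RNA. In unspliced RNA the shares were 26.8%, 22.3% and 18.2%.

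**Figure D1:**
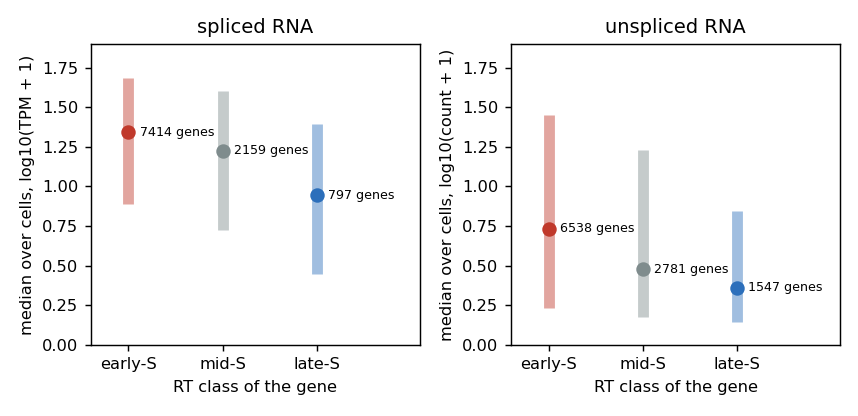
RNA level by RT class. The points are medians over genes of each gene's median over 55 cells, the bars span the quartiles, and the y axes give log10(TPM + 1) for spliced and log10(count + 1) for unspliced RNA. The medians of both kinds of RNA descend from early-S to late-S.

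The question whether RNA of a gene changes when its DNA is replicated was then addressed gene by gene, by comparing cells in which the gene was 2-copy with cells in which it was 1-copy. The spliced RNA with the lowest p-values among those higher at 2 copies included ACBD7, with a median of 6.21 TPM in 35 2-copy cells against 1.02 TPM in 16 1-copy cells, OXCT1, a mitochondrial enzyme of ketone body use, with 107.9 against 66.3 TPM, and the nuclear pore protein RANBP2 with 55.7 against 36.8 TPM. ZNF330, the general transcription factor subunit GTF2A1 and the mitochondrial ribosomal protein MRPL44 had medians of 36.2 against 4.81, 30.8 against 14.98 and 30.9 against 19.1 TPM. H2AZ1, which encodes a replication-independent histone H2A variant, was at 1118 against 881 TPM, a difference of 0.41 ± 0.12 on the log2(TPM + 1) scale (SE, 30 2-copy and 25 1-copy cells). The BMP antagonist NOG, PRXL2A and the transcription factor TBX5 completed these 10 genes. Among spliced RNA higher at 1 copy, FCHSD1 had 2.02 TPM at 2 copies against 14.5 TPM at 1 copy, the signalling adaptor GAB1 9.57 against 33.7, the receptor phosphatase PTPRG 13.8 against 42.95, and GPRC5B 12.2 against 40.5. SYNE1, a protein linking the nuclear envelope to the cytoskeleton, had 0.07 TPM against 1.18 TPM. VASH1 had 5.38 against 11.5 TPM, and its difference had p = 0.0567 when only cells scored 45 to 65% were used.

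In unspliced RNA, DCLRE1C, the nuclease Artemis, on chromosome 10 from 14897359 to 14954432, had a median of 305.6 counts in 23 2-copy cells against 118.8 counts in 30 1-copy cells. SIRT5, a mitochondrial deacylase, had 29 counts against 0, TRAPPC12 135.9 against 20.5, ACMSD 22.0 against 0 and AC006994.2 17.75 against 0. REV1, a translesion DNA polymerase, had 38.2 counts at 2 copies against 140.8 at 1 copy. RP5-1022P6.7 had 0.685 counts against 1.61, and a gene on chromosome 10 from 18206127 to 18261504, known only by a clone name, had 0.7 against 177.5 counts (p = 0.00132, and 0.0632 with residuals on the score). RP11-488C13.6 and RP11-488C13.7 were also lower at 2 copies, but both lie inside VASH1, and whether they share reads with it was not tested. Of 1360 genes tested in both kinds of RNA, 19 had p-values under the threshold of 0.05 in both, and 17 of them had the same direction. Both kinds of RNA come from the same libraries and were set against the same copy states, so a shared direction is not independent evidence. No re-paired level was computed for this overlap. SIRT5, TIRAP, PURPL, DCAF16, STXBP5, NREP, LINC00960 and RPL21 were higher at 2 copies in both, with spliced medians of 20.2 against 11.03 TPM for SIRT5 and 64.1 against 22.9 TPM for the long non-coding RNA PURPL. COL4A4 and WDR27 were higher at 1 copy in both. Of these 10, SIRT5, PURPL, DCAF16 and COL4A4 kept p under 0.05 in both kinds of RNA under the alternatives that kept the gene. edgeR was not among these alternatives, and the filter of values above 0 in over 80% of cells left out unspliced SIRT5. With residuals on the score, p was 0.0649 and 0.0624 for spliced and unspliced NREP, 0.0968 and 0.0537 for LINC00960, 0.0718 and 0.0892 for WDR27, and 0.0817 for spliced TIRAP. In cells scored 45 to 65% it was 0.184 and 0.149 for LINC00960, 0.0725 for spliced WDR27 and 0.0610 for spliced STXBP5, and with the mean of the cell subtracted 0.0649 for spliced NREP, 0.0686 for unspliced WDR27 and 0.0753 for unspliced RPL21. With the library set removed, spliced NREP, LINC00960 and WDR27 had 0.0947, 0.05595 and 0.0627. ACMSD had p = 0.0567 in unspliced RNA with residuals on the score. RPL21 has processed pseudogenes that may share its reads.

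In numbers, 1384 of 2455 spliced RNAs (56.4%) had the higher median at 2 copies and 1070 (43.6%) at 1 copy. A two-sided Wilcoxon rank-sum test gave p-values under 0.05 for 143 genes higher at 2 copies (5.82%) and 67 genes higher at 1 copy (2.73%). No gene passed Benjamini-Hochberg adjustment (lowest adjusted p = 0.234 over 2455 tests). For unspliced RNA, 1630 of 3159 genes (51.6%) had the higher median at 2 copies, 1369 (43.3%) at 1 copy, and 160 had equal medians. The Wilcoxon test gave 119 genes higher at 2 copies (3.77%) and 93 higher at 1 copy (2.94%), and again none after adjustment (lowest adjusted p = 0.2998). edgeR's quasi-likelihood test on the rounded unspliced counts gave 314 and 239 genes at an unadjusted p under 0.05 and 177 after adjustment, but it also gave a mean of 132 adjusted calls, and at most 165, when the DNA and RNA of cells were re-paired at random. Its share of genes higher at 2 copies, 9.94%, exceeded the highest re-paired value of 9.15%, and its share higher at 1 copy, 7.57%, did not exceed the highest of 8.90%. Because no single gene passed adjustment in the Wilcoxon test, by which they were chosen, those named above have its lowest p-values and are not established differences. PCNA, the sliding clamp of the replication fork, had spliced medians of 325.7 TPM at 2 copies and 311.8 TPM at 1 copy (p = 0.218), and the mitotic kinase PLK1 had 125.3 and 127.3 TPM (p = 0.909). The proliferation marker MKI67 had 189.8 and 146.1 TPM (p = 0.0185, adjusted p = 0.476).

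Pooled over all tested genes, RNA was slightly higher at 2 copies. With gene and cell terms in the model, the difference was 0.07 ± 0.01 on the log2(TPM + 1) scale for spliced RNA (jackknife SE over 55 cells, 2455 genes), a ratio of 1.05, and 0.11 ± 0.01 on the log2(count + 1) scale for unspliced RNA (3159 genes), a ratio of 1.08. With a term for each gene in each library set the differences were 0.08 ± 0.01 and 0.10 ± 0.01. Within the first and second sets they were 0.04 ± 0.02 and 0.12 ± 0.01 for spliced RNA, which differ by 0.09 ± 0.02, the first (0.0355 ± 0.0186) within 2 SE of 0, and 0.08 ± 0.02 and 0.12 ± 0.02 for unspliced RNA, which differ by 0.04 ± 0.03. Data simulated with every gene doubled at 2 copies gave 0.76 and 0.63 in the same models. Over the 1360 genes tested in both, the unspliced difference on its log2(count + 1) scale exceeded the spliced one on its log2(TPM + 1) scale by 0.12 ± 0.02, but the scales respond differently to the same fold. On the log2(value + 1) scale, which makes differences of genes with low values smaller, the highest tertile of expression exceeded the lowest by 0.11 ± 0.02 for spliced and 0.20 ± 0.03 for unspliced RNA. In tertiles of mean spliced expression it was 0.02 ± 0.02, 0.07 ± 0.02 and 0.13 ± 0.02 from the lowest to the highest, and in tertiles of mean unspliced counts it was -0.01 ± 0.01, 0.14 ± 0.02 and 0.19 ± 0.03. The median log2 ratios of mean values, without that shrinkage, were -0.02 ± 0.03, 0.08 ± 0.02 and 0.10 ± 0.02 for spliced RNA and -0.06 ± 0.05, 0.10 ± 0.04 and 0.05 ± 0.03 for unspliced RNA, so the unspliced order by abundance was not kept. In spliced RNA, the longest tertile of genes had 0.02 ± 0.02 and the shortest 0.10 ± 0.02, a difference of -0.08 ± 0.02. In unspliced RNA they had 0.12 ± 0.02 and 0.13 ± 0.02, a difference of -0.01 ± 0.03. For a gene spanning several 40-kb bins, the authors averaged the bin states and then set the gene to 1-copy or 2-copy. The longest spliced tertile had a median length of 157322 bp and the shortest 10829 bp. Whether mixed calls in long genes lower their spliced difference was not tested. On another scale, the median over genes of the log2 ratio of mean values, the difference was 0.07 ± 0.02 for spliced RNA and 0.04 ± 0.03 for unspliced RNA (bootstrap SE), so the unspliced difference lay within 2 SE of 0 there.

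**Figure D2:**
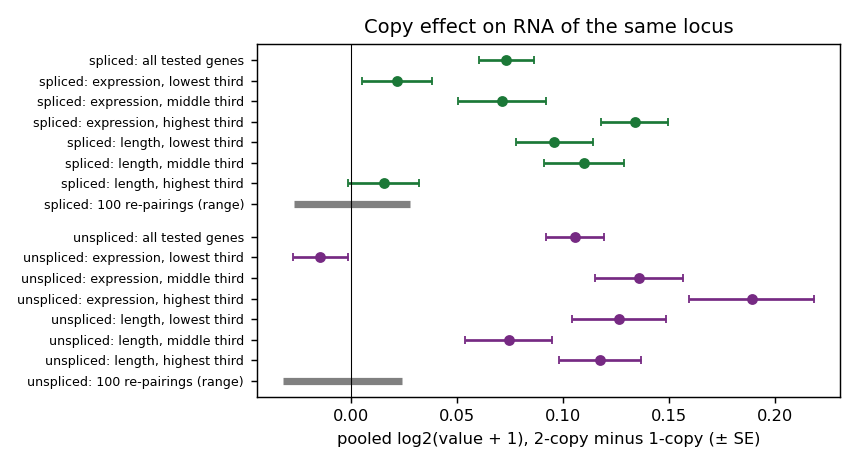
Pooled difference of RNA between the 2-copy and 1-copy states, for all tested genes and for tertiles of expression and of gene length. Points are log2(value + 1) differences with jackknife SE over 55 cells, and grey bars give the range over 100 random re-pairings of DNA and RNA. The differences of all tested genes, 0.07 and 0.11, lie above those ranges.

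Gene expression along S-phase progression was followed by ordering the 56 cells by replication score. A generalized additive model of log10(TPM + 1) on the score called 7 of 17132 genes after Benjamini-Hochberg adjustment. MCM3, a subunit of the replicative helicase, fell most regularly, with Spearman's rho of -0.620 and Pearson's r of -0.616 (permutation p = 1e-05 for r, the smallest the permutations can give, and 2e-05 for rho, adjusted p of the model 0.00854, mean 251.7 ± 100.8 TPM, SD). MCM3 lies on chromosome 6 from 52264014 to 52284881 (hg38). UHRF1, which brings the maintenance DNA methyltransferase to new DNA, had rho = -0.568 and r = -0.607 (permutation p = 3e-05 for rho and 1e-05 for r, adjusted p = 0.00854, mean 106.7 ± 48.2 TPM). The centriolar protein WDR90 had rho = -0.577 (adjusted p = 0.0273). TMX3 and AHCTF1, a nucleoporin, had curved fits with rho of -0.260 and -0.298 (adjusted p = 0.00895 and 0.0273). SMTN, which encodes smoothelin, and RPPH1, the RNA of ribonuclease P, rose with rho of 0.548 and 0.392 (adjusted p = 0.0273 for both). The fit of RPPH1 was also curved. Without the 2 cells farthest from the median score, r was -0.580 for MCM3 and -0.569 for UHRF1, whereas the calls of WDR90, SMTN and RPPH1 were lost (adjusted p = 0.178, 0.0723 and 0.420), although rho stayed near its full value for WDR90 (-0.581) and SMTN (0.516) and was 0.322 for RPPH1. TMX3 and AHCTF1 kept theirs (adjusted p = 0.0208 and 0.0227). Without those 2 cells 7 genes were still called, 3 rising and 4 falling, and the rising ones were genes other than SMTN and RPPH1. With the library set as a term in the model, only MCM3 (adjusted p = 0.0154) and TMX3 (0.01298) were called. MCM3 had rho of -0.616 and -0.571 within the first and second sets, UHRF1 -0.628 and -0.332 (adjusted p = 0.103), SMTN 0.559 and 0.502 (0.131), WDR90 -0.477 and -0.275 (0.533), RPPH1 0.523 and 0.0934 (0.229), AHCTF1 -0.172 and -0.270 (0.229) and TMX3 -0.273 and -0.0836. Genes with the next lowest p-values included RP11-122M14.1, CCDC137, LINC02754 and CTD-2643I7.5 with negative rho, and FKBPL, TOP2A, EEF1GP1, CRIPT, SGK1, AP3B1 and CALM2 with positive rho, none past the threshold. EEF1GP1 is a processed pseudogene that may share reads with its parent gene. Before adjustment, 989 rising and 790 falling genes had p under 0.05. The 7 calls are not beyond what permuted scores gave, as the closing section describes.

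Gene lists fixed before the data were examined were considered next. The 16 lists were tested by the mean rho of their members, with scores permuted over cells 100000 times and Benjamini-Hochberg adjustment. G2/M genes of Seurat, a single-cell RNA analysis tool, rose together, with a mean rho of 0.176 and a positive rho in 45 of 54 genes (adjusted p = 0.00160). Within the first and second library sets the mean was 0.134 and 0.148 (permutation p = 0.0252 and 0.0372), and with the set removed 0.155 (adjusted p = 0.00976). Within a single set no list passed adjustment (lowest adjusted p = 0.06896 in the first and 0.129 in the second set, and 0.201 and 0.198 for G2/M genes). TOP2A, the topoisomerase that untangles replicated DNA, had rho = 0.509 (mean 719.2 ± 305.2 TPM, adjusted over the list alone p = 0.00445, not past adjustment over all genes with 0.125), and 0.401 and 0.292 within the sets. The spindle proteins TPX2, TTK and NUSAP1 had rho of 0.455, 0.410 and 0.325. Origin licensing and firing genes fell, with a mean rho of -0.130 and a negative rho in 21 of 28 genes (adjusted p = 0.00352), with -0.0900 and -0.154 within the sets (p = 0.0921 and 0.00808) and -0.123 with the set removed (adjusted p = 0.0122). Beside MCM3, the helicase subunits MCM6 and MCM5 had rho of -0.447 and -0.377, and RECQL4 had -0.244. Seurat's S genes, which share members with that list, had a mean rho of -0.113 and were negative in 34 of 43 genes (adjusted p = 0.0308), with -0.110 and -0.150 within the sets (p = 0.0759 and 0.0165) and -0.126 with the set removed (adjusted p = 0.0251). This call was lost without the 2 cells farthest from the median score (adjusted p = 0.0775) and with a size factor (adjusted p = 0.0844). The mean log10 level of the licensing list, which weights genes by their spread, had r = -0.207 and did not pass (permutation p = 0.126), and that of the S genes had r = -0.276 (p = 0.0405, adjusted p = 0.162).

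Over all 56 cells, transcripts of the mitochondrial genome fell with the replication score, but this did not hold within the library sets. All 15 had a negative rho, with a mean of -0.341 (adjusted p = 0.0286), and 14 fell when adjusted over the list alone, none when adjusted over all genes tested. The ribosomal RNAs MT-RNR2 and MT-RNR1 had rho of -0.435 and -0.371, and MT-ND4 of respiratory complex I had -0.409. Mitochondrial RNA made up 2.57% to 18.3% of TPM per cell. Cytosolic ribosomal protein genes rose over all cells, with a mean rho of 0.283 and a positive rho in 74 of 75 genes (adjusted p = 0.0308). RPL8, RPL11, RPL6 and RPS4X had rho of 0.438, 0.411, 0.398 and 0.384, and 27 genes passed when adjusted over the list alone, none over all genes. With the library set removed, the mean rho was -0.0947 for the mitochondrial list (permutation p = 0.377, adjusted p = 0.670) and 0.0322 for the ribosomal list (p = 0.671, adjusted p = 0.859). Within the first and second sets the mitochondrial list had -0.132 and -0.0468 (p = 0.424 and 0.716) and the ribosomal list 0.0662 and -0.0198 (p = 0.517 and 0.864). Between the sets, the mean log10(TPM + 1) was 3.55 in the first and 3.09 in the second for the mitochondrial list, and 3.13 and 3.32 for the ribosomal list. Both lists also lost their calls without the 2 cells farthest from the median score (adjusted p = 0.0581 and 0.0775). The share of TPM in mitochondrial genes fell with the score in the same cells (rho = -0.402, adjusted p = 0.0105 over 5 technical measures), as did that in the 10 most abundant genes (rho = -0.375, adjusted p = 0.0105), while the number of genes at a TPM of 1 had rho = 0.259 (adjusted p = 0.0904). With the set removed, these were -0.195 (p = 0.154), -0.229 (p = 0.0995) and 0.152 (p = 0.268), and within the sets -0.268 and -0.0977, -0.278 and 0.0110, and -0.0670 and 0.423.

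The remaining 11 lists did not pass. Progression markers published for RPE1 cells, a retinal epithelial line and so independent of these cells, had mean rho of -0.0225 in cluster 1, 0.0943 in cluster 2, which holds mitotic genes such as PLK1, and -0.0378 in cluster 3 (adjusted p = 0.612, 0.0609 and 0.460). Within cluster 2, ARL6IP1 had rho = 0.406 and the kinesin KIF22 0.332, and with a size factor the cluster passed (adjusted p = 0.0329). The paper found these markers by smooth fits over the whole S-phase. The cells here span scores of 39.7% to 67.2%, so rho over them does not test the markers over the whole S-phase. The paper also lists markers of HAP1 cells, not tested here, and reports that RPE1 markers did not show the trajectory in HAP1. Replication-dependent histone genes had a mean rho of 0.0550 (adjusted p = 0.4304), and their near-identical copies may share reads. Replication fork genes had -0.00696 (adjusted p = 0.814), with PCNA at a rho of -0.0587 and the polymerase subunit POLD1 at -0.351. Genes of dNTP synthesis had -0.0482 (adjusted p = 0.4304), of the replication checkpoint and fork repair -0.0577 (0.118), G1 and G1/S regulators -0.0229 (0.550), immediate-early and stress genes 0.0367 (0.489) and nuclear-retained RNAs -0.127 (0.0945). Markers of erythroid, immune and fibroblast cells, with 5 of 18 genes measured, had -0.104 (0.182). Of single cell-cycle genes, CCNB1 had rho = 0.312, AURKB 0.246, PLK1 0.256, MKI67 0.216, CCNF 0.126, CCNE2 -0.218, SLBP -0.210, CDC6 -0.126, MCM10 -0.0856 and CDC25A -0.0355, none past adjustment. With the set removed none of these 11 lists passed either (lowest adjusted p = 0.108, for RPE1 cluster 2 with a mean rho of 0.0889 and dNTP synthesis with -0.0982).

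**Figure D3:**
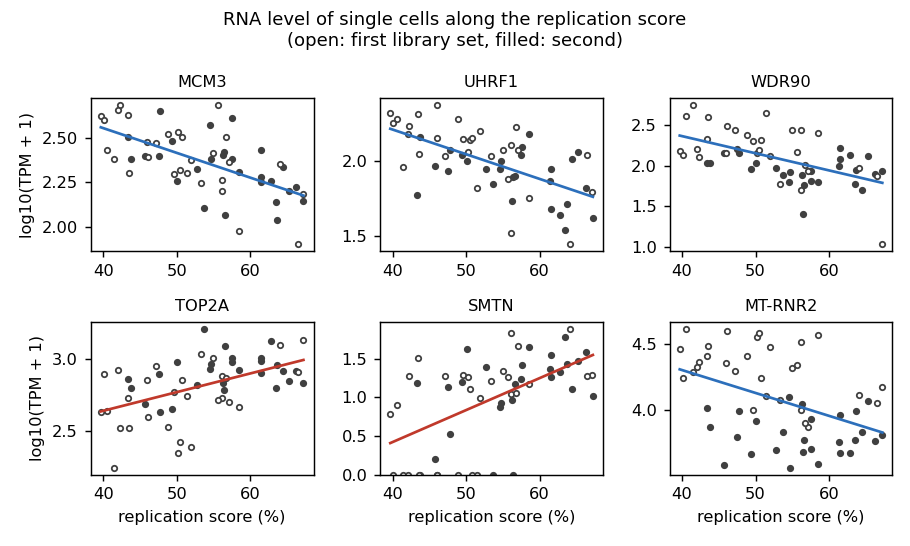
RNA level of 6 genes in 56 single cells along the replication score. Each point is a cell, open in the first and filled in the second library set, the y axes give log10(TPM + 1) and do not all start at 0, and the lines are straight-line fits over all cells (red rising, blue falling). MCM3, UHRF1, WDR90 and MT-RNR2 descend with the score, and TOP2A and SMTN ascend. MT-RNR2 is lower in the second set.

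**Figure D4:**
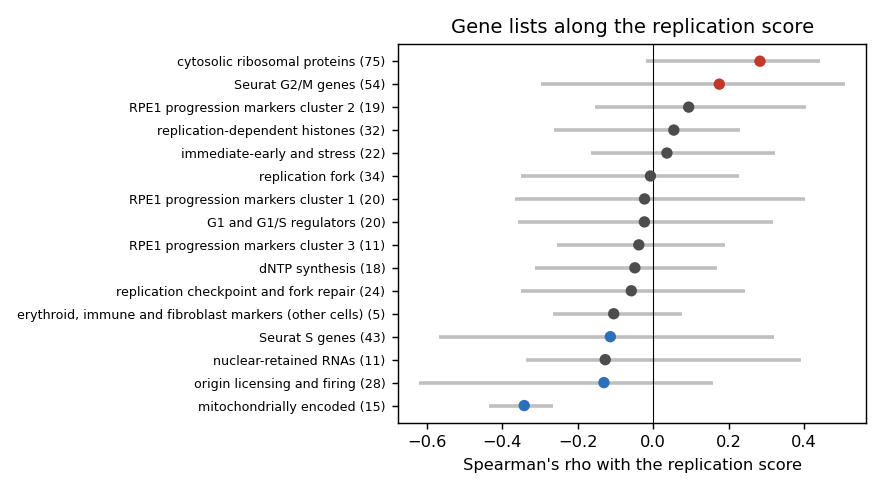
Spearman's rho of 16 gene lists with the replication score over 56 cells. Points are means over a list's measured genes, whose number is in parentheses, and bars give the lowest and highest member. Red and blue points mark the 5 lists with an adjusted p under 0.05 over all cells, which rose and fell.

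Cell-cycle phase calls from RNA were compared with the DNA-based scores. Although all 56 cells were sorted as mid-S, Seurat called 31 cells G2/M, 17 cells S and 8 cells G1. The cells called S had a median replication score of 46.1% (39.7% to 57.5%), and those called G2/M had 56.6% (43.4% to 67.2%). The cells called G1 had 50.3% (43.4% to 61.5%). The S score fell with the replication score (r = -0.471, permutation p = 0.000270, rho = -0.424, p = 0.00136), and the G2/M score rose with it (r = 0.545, p = 3e-05, rho = 0.525, p = 6e-05). Both relations held within the library sets, with r of -0.435 and -0.525 for the S score (p = 0.0176 and 0.00509) and 0.551 and 0.457 for the G2/M score (p = 0.00235 and 0.0162), and r was -0.475 and 0.505 with the set removed (p = 0.000240 and 0.000150). The first set had 6 cells called G1, 12 called S and 11 called G2/M, and the second 2, 5 and 20. Without the 2 cells farthest from the median score, r was -0.432 and 0.577. The calls are ranges of continuous scores, and with only the genes that have a copy state, which hold 32 of the 43 S genes and 41 of the 54 G2/M genes, the split was 24 cells G2/M, 30 cells S and 2 cells G1.

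**Figure D5:**
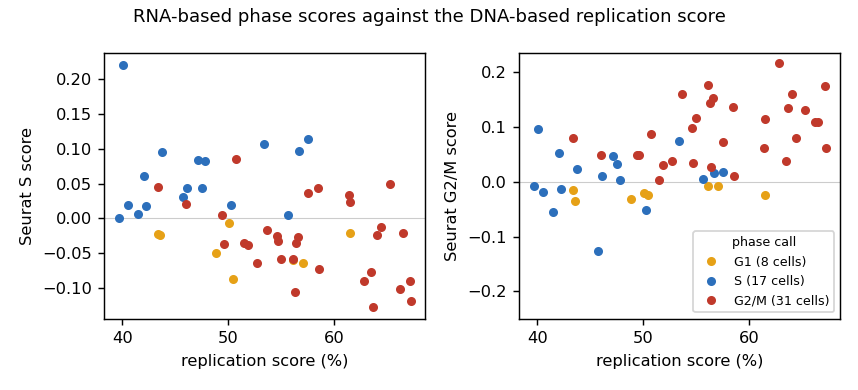
Seurat S and G2/M scores of 56 cells against the replication score from DNA. Each point is a cell, coloured by its phase call. The S score descends (r = -0.471) and the G2/M score ascends (r = 0.545) with the replication score.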

Values the study reported

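For mid-S HAP1 cells with replication scores of 40–70%, the study reported a higher median in the 2-copy group for about 58% of spliced and 48% of unspliced RNAs. The median was higher in the 1-copy group for 36% and 40%. It found a significant difference between the groups for 8.9% of spliced and 6.9% of unspliced RNAs.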

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

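edgeR on unspliced counts, the library set as a term, the size factor for unspliced counts in the RT and pooled comparisons and counts per kb were added after the data had been seen, as was the use of a bootstrap in place of the jackknife for medians over genes. The shares of genes with a copy-state p under 0.05 stayed within 1.5 times under the 9 other filters, cell sets, scalings and tests set before the data were examined, for both kinds of RNA (spliced 4.40% to 6.97% higher at 2 copies). With edgeR, 9.94% of unspliced genes were higher at 2 copies and 7.57% at 1 copy. Its 8 other settings gave 8.74% to 12.4% and 6.62% to 9.61%, and re-paired cells gave means of 7.68% and 7.33%, so most of its calls also arise without a real pairing, while 9.94% exceeded the highest re-paired value of 9.15%. The pooled difference was above 0 by more than 2 SE in every alternative over all cells for spliced RNA (0.05 to 0.10; within the first library set alone it was 0.0355 ± 0.0186), and for unspliced RNA in all but 1 of 13, the median log2 ratio of means, which gave 0.0377. The cause was not tested. The cell number pairs DNA with RNA. With the cell as a replicate block in the copy-state test, 5.13% and 3.14% of spliced genes and 3.55% and 2.85% of unspliced genes passed, and without the block in the pooled model the differences were 0.08 and 0.10. Without an expression filter the RT difference was 0 for both kinds of RNA, because the median gene is then not expressed in any class. That setting therefore cannot test the relation. Progression genes numbered 43 (14 rising, 29 falling) when genes above 0 in only 2 cells were included, 1 rising with a pseudocount of 0.1 or within scores of 40 to 70%, and 3 falling with limma. The cause was not tested. Without the 2 cells farthest from the median score, the mean rho was -0.0902 for S genes, -0.316 for mitochondrially encoded genes and 0.253 for ribosomal proteins, and no longer passed. With a size factor, S genes no longer passed (-0.0959) and RPE1 cluster 2 did (0.110). With the library set as a term, progression genes numbered 2, 0 rising and 2 falling, and mitochondrially encoded genes (-0.0947) and ribosomal proteins (0.0322) no longer passed. The cause was not tested. The copy-state shares stayed within 1.5 times and the pooled differences were 0.08 and 0.10. Seurat called 2 cells G1 and 30 cells S from the table restricted to genes with a copy state, which lacks part of its lists. Of 931 values of named genes under alternatives, 899 kept their side of the threshold, 30 no longer passed and 2 newly passed. None past the threshold reversed. The 899 include genes that passed in neither setting, and the sign of these could change. With the library set removed, rho went from 0.0374 to -0.00232 for H2AC17, from -0.0760 to 0.0296 for H3C1 and from 0.0679 to -0.0265 for DDIT4. Alternatives that keep all chromosomes were not run, since the copy-state tables used here cover 20 chromosomes. With doubled genes in simulated data, 29% of unspliced and 53% of spliced genes were recovered.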

Other observations

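The tests on tertiles of unspliced counts, on counts per kb within genes, on TPM differences by tertile, on re-pairings of the pooled differences and on library sets were set out only after their results had been seen. The excess of genes higher at 2 copies was beyond random re-pairing of cells, narrowly so for unspliced RNA. For spliced RNA, 5.82% of genes were higher at 2 copies, and the highest of 100 random re-pairings of DNA and RNA gave 3.38% (1 pairing as large, the real one itself). For unspliced RNA the values were 3.77% and 3.55% (again 1). Re-pairing also breaks the link of RNA with the score, so a part of the unspliced excess that goes with the score is not excluded. With residuals on the score the share was 3.01% for unspliced and 4.40% for spliced RNA. With the mean of the cell subtracted it was 3.55% and 5.13%. No re-pairing was run on such values, so these shares cannot be set against the highest re-paired values. The shares higher at 1 copy were not beyond chance, with 2.73% of spliced and 2.94% of unspliced genes against highest re-paired values of 3.34% and 3.58% (18 pairings as large for both, the real one and random ones together). Named 1-copy genes such as FCHSD1, GAB1 and REV1 therefore belong to a set whose size chance can give. The pooled differences of 0.07 and 0.11 exceeded the highest re-paired values of 0.03 and 0.02 (1 pairing as large for both). With re-pairing only within library sets, the highest shares at 2 copies were 3.22% for spliced and 3.70% for unspliced RNA and the highest pooled differences 0.02 and 0.04 (1 pairing as large for each), and the shares at 1 copy had 43 and 26 pairings as large, the real one included.

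Chance was not excluded for the count of progression genes. The real scores gave 7 genes, and 2 of 21 orders of the scores, the real one included, gave as many, with 9 genes in the highest other. At an unadjusted p under 0.05, the real order gave 1779 genes and the highest of the 20 permutations 1557. With the library set as a term, the real scores gave 2 genes, 5 of 21 orders within sets gave as many, with 8 genes in the highest other, and at an unadjusted p the real order gave 1300 genes and the highest permutation 1360. MCM3 and TMX3 are the calls that held both with the set as a term and without the 2 cells farthest from the median score.

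Pooled over genes, RNA was slightly higher at 2 copies, and S-phase progression of the cell and 2 technical sources were weighed. The technical sources were RNA reads in the DNA libraries and genomic DNA in the RNA libraries, which the protocol digests before cDNA is made. For RNA libraries of RPE1 cells, the study reports that cross-contamination of DNA and RNA was minimal. That check was not on HAP1 cells. The paper also reports that some RNAs, with long non-coding ones over-represented, stayed on the beads that capture the DNA. Progression of the cell through S-phase was argued against, since with a slope on the score for each gene the spliced difference was 0.07477 ± 0.0135. RNA reads leaking into the DNA libraries were argued against by gene and cell pairs whose bins 200 to 400 kb away on both sides had the gene's state, which its own reads cannot set (0.1351 ± 0.0275, 1219 genes, 50.8% of pairs), although the lowest tertile of spliced genes met the prediction of a leak (-0.01811 ± 0.0343, median log2 ratio of means, with a bootstrap SE in place of the jackknife first planned). Genomic DNA spread evenly over the genome would add equal amounts per kb to every gene. In spliced RNA the median gain in mean TPM at 2 copies was 4.38 ± 0.746 in the highest tertile. It was 1.02 ± 0.3004 in the middle and -0.0221 ± 0.0620 in the lowest tertile. The highest exceeded the middle by 3.366 ± 0.720. Those tertiles were cut on the mean of the same spliced values, not on the gain. Genomic DNA spread evenly is argued against as the whole source for spliced RNA by these unequal gains. For unspliced RNA it stays open. Silent genes held 0.1483 unspliced counts per kb at 2 copies, a level that cannot be set against a difference. Compared within the same genes, they held 0.121 at 1 copy and gained 0.0172 ± 0.00428, so most of that level did not follow the copy state. A gain of that size could still cover the median difference of 0.00116 in tested genes. Tertiles by spliced TPM did not differ beyond 2 SE (median gain, highest minus lowest, 0.01946 ± 0.0122). The lowest of these had a mean gain of 0.0203 ± 0.00455 but a median of 0.000289 ± 0.000521. Tertiles by unspliced counts select on the measured values and decide nothing (lowest -0.01442 ± 0.0130 on the log2 scale, middle minus lowest 0.01400 ± 0.00454 counts per kb). No other biological explanation was tested.

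Over all cells mitochondrially encoded genes fell and ribosomal protein genes rose with the score, and these trends were not separate from each other or from the 2 library sets. A smaller share of TPM taken by mitochondrial RNA was argued against as the whole source, since ribosomal proteins kept a mean rho of 0.2481 (p = 0.0160) with TPM rescaled without mitochondrial genes, and so was the number of genes detected, since the mitochondrial list kept -0.2983 (p = 0.0150) and the ribosomal list 0.240 (p = 0.0286) with it removed. A difference between the library sets stays open and has the values it needs, because the sets differ in both lists and in score, and with the set removed the mean rho was -0.09466 (p = 0.377) and 0.0322 (p = 0.671). The means of both lists also correlated with r = -0.916 over 56 cells, and the ribosomal list had a mean rho of -0.01518 (p = 0.846) with the mitochondrial mean removed, as 1 axis of library composition would give, which the sets follow. What differed between the sets is not known here, a smaller trend within the sets is not excluded, and no biological explanation was tested.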
